# Terminal neuron localization to the upper cortical plate is controlled by the transcription factor NEUROD2

**DOI:** 10.1038/s41598-019-56171-x

**Published:** 2019-12-23

**Authors:** Gizem Guzelsoy, Cansu Akkaya, Dila Atak, Cory D. Dunn, Alkan Kabakcioglu, Nurhan Ozlu, Gulayse Ince-Dunn

**Keywords:** Developmental neurogenesis, Lamination

## Abstract

Excitatory neurons of the mammalian cerebral cortex are organized into six functional layers characterized by unique patterns of connectivity, as well as distinctive physiological and morphological properties. Cortical layers appear after a highly regulated migration process in which cells move from the deeper, proliferative zone toward the superficial layers. Importantly, defects in this radial migration process have been implicated in neurodevelopmental and psychiatric diseases. Here we report that during the final stages of migration, transcription factor Neurogenic Differentiation 2 (*Neurod2*) contributes to terminal cellular localization within the cortical plate. In mice, *in utero* knockdown of *Neurod2* resulted in reduced numbers of neurons localized to the uppermost region of the developing cortex, also termed the primitive cortical zone. Our ChIP-Seq and RNA-Seq analyses of genes regulated by NEUROD2 in the developing cortex identified a number of key target genes with known roles in Reelin signaling, a critical regulator of neuronal migration. Our focused analysis of regulation of the *Reln* gene, encoding the extracellular ligand REELIN, uncovered NEUROD2 binding to conserved E-box elements in multiple introns. Furthermore, we demonstrate that knockdown of NEUROD2 in primary cortical neurons resulted in a strong increase in *Reln* gene expression at the mRNA level, as well as a slight upregulation at the protein level. These data reveal a new role for NEUROD2 during the late stages of neuronal migration, and our analysis of its genomic targets offers new genes with potential roles in cortical lamination.

## Introduction

The cerebral cortex of higher animals is composed of numerous excitatory and inhibitory neuron types organized into six anatomical and functional layers. Developmentally, excitatory neurons originate from neural stem cells that divide in the ventricular zone of the anterior neural tube, then migrate radially to the overlying cortical plate. While neural stem cells initially divide symmetrically during an increase of the proliferative population, the division mode transitions to asymmetric division as embryogenesis progresses. One daughter cell from each cell division remains at the ventricular zone, while the other daughter exits cell cycle and initiates a complex mode of radial migration to the border between the cortical plate (CP) and the marginal zone (MZ). As development progresses, each wave of migrating neurons reaches the surface by passing through the nascent cortex in an inside-out manner, eventually giving rise to the layered structure of the cerebral cortex^1,2^. Consequently, early-born neurons populate the deep layers, and late-born neurons settle in the superficial layers. The precise control of the radial migration process is essential for the proper formation of the six cortical layers. Importantly, in mice and humans, mutations, infections or environmental agents that perturb cortical migration cause cortical structural malformations, intellectual disability, neuropsychiatric diseases, and seizures^3–5^.

A closer examination of the radial migration process reveals a series of different modes of cellular motility, as opposed to a uniform directed movement from the ventricular zone toward the superficial marginal zone. Initially neurons are multipolar in morphology as they emerge from the ventricular zone, which is followed by a transition to a bipolar morphology and locomotion on radial glia fibers through the intermediate zone and much of the cortical plate^6,7^. Upon approaching the border between the cortical plate and the marginal zone, they terminally translocate from the radial glia fibers. Terminal translocation is accompanied by positioning of neuronal cell bodies in the uppermost layer of the cortex, also termed as the primitive cortical zone^8^. During this developmental period, the marginal zone is populated by Cajal-Retzius cells which secrete the extracellular glycoprotein REELIN, considered a stop signal for migrating neurons^9^. Migrating neurons express the REELIN receptors VLDLR and LRP8 (APOER2), as well as the intracellular adaptor molecule DAB1, which conveys receptor activation to downstream signaling pathways. Ligand binding induces the endocytic internalization of REELIN and phosphorylation of DAB1^9^. Activation of REELIN signaling in neurons induces anchorage of nascent primary dendrites to the extracellular matrix of the marginal zone, stabilization of the neuronal skeleton, and termination of migration^10–15^. Loss of REELIN, VLDLR, APOER2 or DAB1 function causes profound defects in cortical lamination; the cortical layers develop in an inverted pattern, with early- and late-born neurons being located in superficial and deep layers, respectively^13,16–21^.

Individual steps of radial migration are controlled by the combinatorial expression of specific transcription factors (TFs)^2^. Prominent among these TFs are the bHLH family members, including the Neurogenin and the NeuroD proteins. In addition to their roles in neuronal cell fate specification and neuronal differentiation, these factors have also been shown to control specific steps of cortical radial migration described above^22–24^. A key member of the NeuroD family of neurogenic bHLH TFs is NEUROD2. The *Neurod2* gene is highly expressed in the developing cortex, and its expression persists, albeit at low levels, into adulthood in cortical excitatory neurons^25,26^. Interestingly, several recent studies by our group and others have implicated NEUROD2 in the radial migration process of cortical neurons and have provided a general overview of its downstream genetic targets^27,28^. However, how NEUROD2 regulates the expression of its downstream targets, and how this regulation impacts cortical migration, remain largely unknown.

We previously characterized the genetic targets of NEUROD2 in the cerebral cortex at two developmental timepoints: embryonic day 14.5 (E14.5), representing the peak of neurogenesis and migration in the mouse cortex; and postnatal day 0 (P0), representing the onset of neuronal differentiation, dendritic growth and synaptogenesis^26,27^. Here, we carry out a comparative analysis of these two datasets and overlay it with transcriptomics analysis of primary neurons in which *Neurod2* expression is knocked down. We find that NEUROD2 exhibits quantitative and qualitative differences in target-selectivity at these two developmental timepoints. From our postnatal dataset, we identify several gene targets with known roles in neuronal projection development, such as the Ca^2+^/Calmodulin-dependent Kinase IV (*Camk4*) gene, and we demonstrate that suppressing *Neurod2* expression in primary cortical neurons causes dendritic differentiation defects. Using our embryonic dataset, we identify numerous NEUROD2 targets with known functions in the Reelin signaling pathway, such as *Reln*, *Dab1* and *Lrp8*. Furthermore, suppressing *Neurod2* expression by *in utero* shRNA electroporation caused a defect in cellular positioning of neurons to the primitive cortical zone. Our results point to NEUROD2 as a regulator of the terminal stage of radial migration that acts, at least in part, by regulating genes functioning in the Reelin pathway. Our dataset also provides novel candidate genes that might have functions in different aspects of cortical radial migration. Future experiments rescuing individual target genes with roles in neuronal migration in a *Neurod2*-deficient background will uncover the precise mechanism by which this TF orchestrates critical pathways for proper cortical lamination.

## Results

### NEUROD2 binds to overlapping and unique gene-sets in embryonic and postnatal cerebral cortex tissue

To evaluate whether NEUROD2 interactions with specific genomic sites are temporally regulated, we compared NEUROD2 binding profiles between embryonic day 14.5 (E14.5) and postnatal day 0 (P0). We retrieved binding scores from our previously published NEUROD2 ChIP-Seq datasets that represent the amount of relative TF binding to target sequences, then carried out a comparative analysis using the E14.5 and P0 results^26,27^. Based upon this comparison, we identified a large number of binding sites that were exclusively targeted at E14.5, and fewer sites that were targeted at both developmental stages or were specific to P0 (Supplemental Material 1) (Fig. 1A). For both datasets, we had previously reported that a majority of NEUROD2 binding sites were not located at promoters, but rather at distant regulatory elements. Therefore, we decided to employ a target gene prediction approach, called the Closest Gene Method, which generates a score based on the number of TF binding sites and their proximity to the transcription start site of each gene^29^. We calculated Closest Gene scores for the P0 dataset and compared it to the E14.5 dataset that we had previously published (Supplemental Material 2)^27^. Genes with a Closest Gene score above a threshold value were predicted as targets. Comparison of these predicted targets between two developmental stages revealed a large number of E14.5-specific genes, as well as a smaller number of target genes expressed only in the P0 developmental stage or at both stages (Fig. 1A).

**Figure 1:**
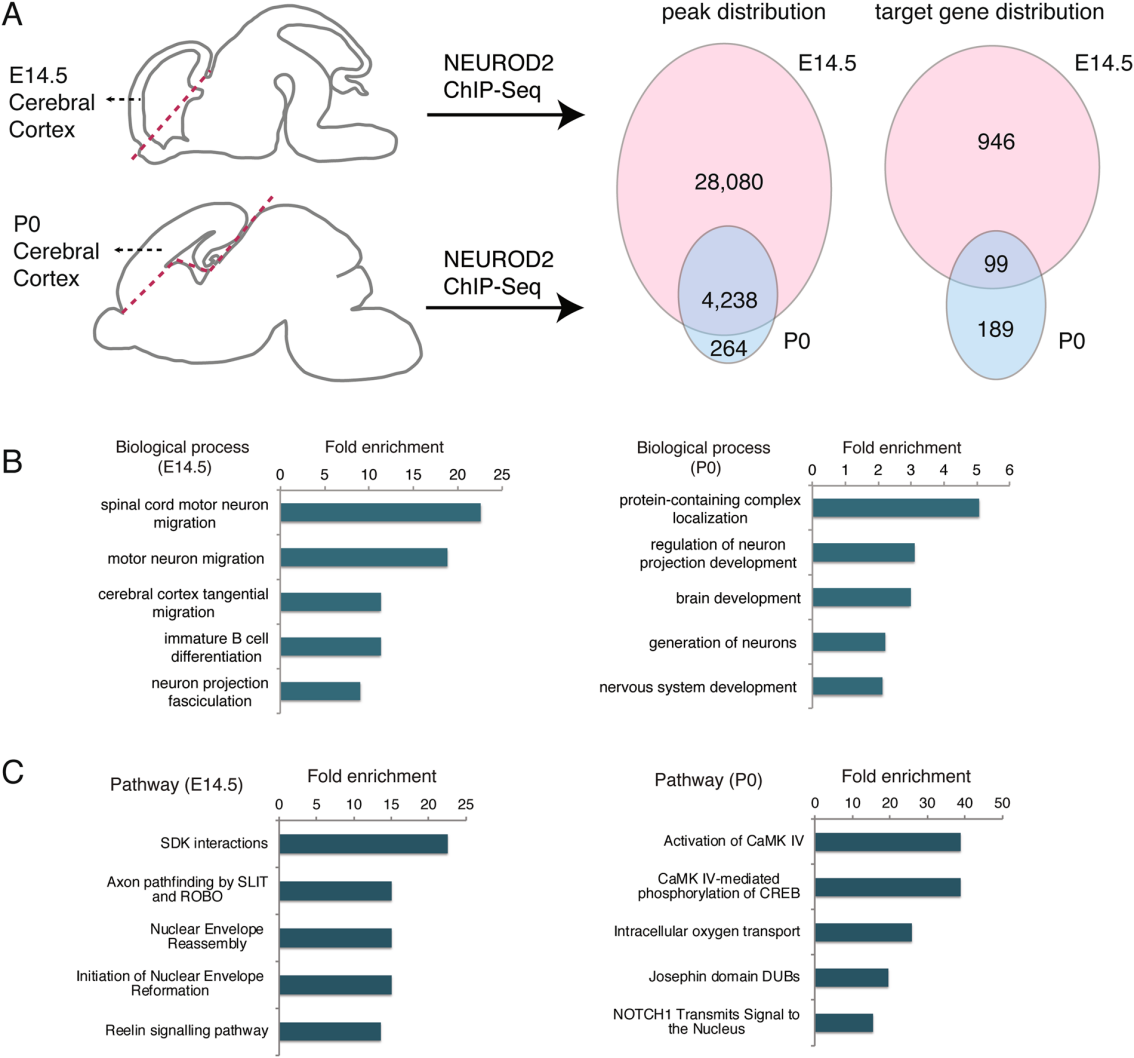
NEUROD2 binds to overlapping and unique target sites in embryonic and postnatal cerebral cortex. (**A**) NEUROD2 binding sites and target genes were compared between embryonic day 14.5 (E14.5) and postnatal day 0 (P0) cerebral cortical tissue. Numbers of genome-wide binding sites and target genes are based upon previously acquired ChIP-Seq data^26,27^. Target genes were identified based on the total number of binding sites proximal to the transcription start sites of individual genes^29^. (**B**) Gene ontology analysis of NEUROD2 target genes from P0 and E14.5 datasets (geneontology.org). Fold enrichment of categories with FDR < 0.01 are plotted. (**C**) Reactome pathway analysis of NEUROD2 targets from P0 and E14.5 datasets (reactome.org). Fold enrichment of categories with p < 0.05 are plotted.

In order to determine whether NEUROD2 gene targets at embryonic and postnatal timepoints represented functionally distinct gene groups, we carried out gene ontology analysis. Not surprisingly, at both tested developmental stages, genes related to nervous system development were significantly enriched (Fig. 1B). However, genes associated with migration of different types of neurons were specifically enriched at E14.5. To gain better insight into the signaling pathways regulated by NEUROD2, we performed pathway analysis at the two stages using the Reactome database^30,31^. In addition to pathways whose significance is not immediately clear to us, our results also demonstrated that embryonically expressed NEUROD2 might control pathways related to cellular adhesion, synaptic connectivity, migration, and postnatal neuron projection development. Furthermore, NEUROD2 appeared to impinge upon calcium-mediated transcription, including CaMKIV transactivation of CREB (cAMP-response element binding protein) (Fig. 1C, Supplementary Material 3). Collectively these data suggested that NEUROD2, a TF that is expressed throughout the lifetime of cortical excitatory neurons, may regulate distinct functions during different developmental events.

### NEUROD2 is required for dendritic differentiation of cortical neurons

Since our analysis of our postnatal dataset suggested a role for NEUROD2 in neuronal projection development, as well as of CaMKIV-mediated transcription, a known regulator of dendritic differentiation^32^, we asked whether neurons silenced for *Neurod2* also exhibited generalized dendritic arborization defects. Toward this aim, we cultured primary cortical neurons and transfected them with a short hairpin RNA targeting *NeuroD2* transcripts (shNeurod2-1) at low efficiency to achieve knockdown in isolated neurons (Fig. 2A). We then quantified dendritic arborization of transfected cells, also marked by EGFP expression, by Sholl analysis, an approach that reports upon the number of dendrite branches as a function of distance from the neuronal soma^33^. Our results demonstrated that while the number of primary dendrites protruding from the soma were comparable between the two conditions, a significant reduction in higher order dendritic branches was observed in neurons where *Neurod2* expression was silenced (Fig. 2A,B). While this experiment pointed to a requirement for NEUROD2 in dendritic arborization in cortical neurons, future experiments will uncover which specific target genes are functioning in dendrite arbor development.

**Figure 2:**
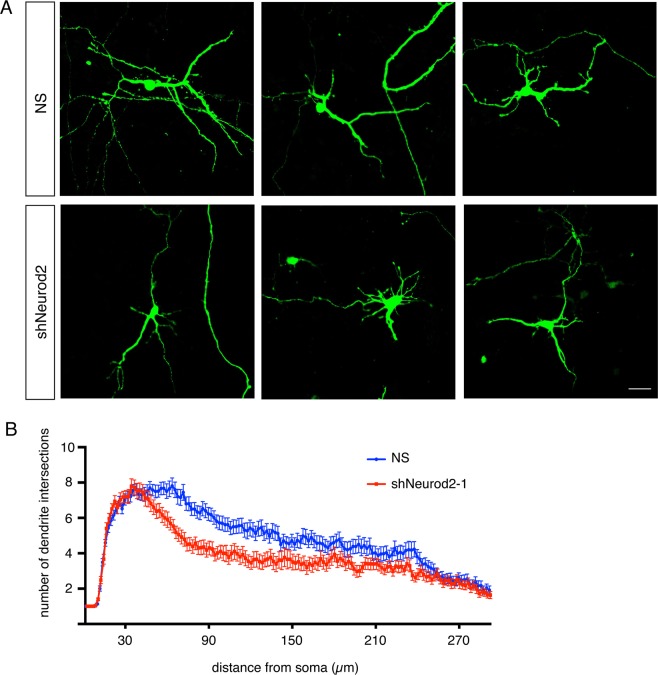
NEUROD2 is required for normal dendrite development in primary cortical neurons. (**A**) Primary cortical neurons from E14.5 embryos were transfected with NS (non-silencing) shRNA or shNeurod2-1 at 2 days DIV and fixed at 5 DIV. Images were captured by confocal microscopy, scale bar: 20 µm. (**B**) Dendrite development was quantified by Sholl analysis. n = 65 neurons per condition derived from two separate cultures. Bars indicate S.E.M. p = 0.0062 by two-way ANOVA.

### RNA-Seq analysis reveals NEUROD2-regulated target genes in primary cortical neurons

To further focus our attention upon genes for which expression is regulated by NEUROD2, we silenced *Neurod2* expression in primary cortical cultures using two validated shRNAs^26^ and analyzed gene expression changes. 

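Primary cortical cultures were prepared from mouse embryos at embryonic day 14.5, and the neurons were electroporated before plating with a plasmid for a non-silencing shRNA, for shNeurod2-1 or for shNeurod2-2. RNA was sequenced from 2 libraries with the non-silencing shRNA and from 4 libraries with Neurod2 knockdown, 2 for each shRNA against Neurod2. The paper gives 5 days in vitro for the RNA and the sample labels give 4. Reads were 50 bp long and single-end. The authors mapped them to mm10 with TopHat, assembled transcripts with Cufflinks and compared the groups with Cuffdiff. For each locus, the authors' deposited table gives 1 FPKM value (fragments mapped per kilobase of transcript, scaled to the size of the library) for the non-silencing group and 1 for the knockdown group, in which both shRNAs are pooled, with a log2 fold change, a p-value and a q-value. An SD, the read depth of a library and the effect of each shRNA alone cannot be read from such values, and the authors' p-values carry the spread between libraries. The sources used here do not say whether libraries with the same shRNA came from separate cultures, so this spread may be technical. Of 32357 loci in the table, 13498 were tested, and 18846 were marked as not tested. A spreadsheet had turned many numbers of the table into times of day. They were turned back by requiring that the FPKM values of a locus give its log2 fold change, which left both known for 13379 tested loci (99.1%). Loci were named by their position in the GENCODE M21 annotation, and 9656 tested loci received the name of a single gene. A gene was counted as changed at the thresholds of Fig. 3, a q-value under 0.05 and a change of over 1.5-fold.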

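In the authors' deposited table, 25 of the tested loci fell and 9 rose in the Neurod2 knockdown, and these 34 loci were the 34 genes of Supplemental Material 4. The gene that rose most was Rps6ka4, which encodes a kinase activated by MAP kinases, from 2.40 to 260.0 FPKM (the authors' values), followed by a locus at the noncoding RNA gene A330076H08Rik, from 4.95 to 204 FPKM. The gene that fell most was Grm8, which encodes a metabotropic glutamate receptor, from 28.6 to 0.846 FPKM, followed by a locus at the small nucleolar RNA host gene Snhg12, from 791 to 28.9 FPKM, and the kinesin gene Kif1c, from 179 to 7.25 FPKM. Smaller changes included Met, the receptor of hepatocyte growth factor, which rose from 14.6 to 24.2 FPKM, and Cacng3, a subunit that regulates AMPA receptors, which fell from 6.04 to 2.71 FPKM. An annotated small RNA gene, in 14 cases a microRNA gene, lies inside 15 of the 34 loci (44.1%) and inside 18.2% of all tested loci. The median absolute log2 fold change in the authors' deposited table was 2.86 for these 15 loci, among them Rps6ka4, A330076H08Rik, Grm8, Snhg12, Kif1c, Ankrd52, Brsk2 and Parp1, and 0.99 for the other 19, among them Reln and Neurod2. Other tested loci lie at the same positions as 3 of the changed loci, A330076H08Rik, Snhg12 and Ankrd52, and did not pass. The values of these changed loci are therefore not the level of the whole gene. The other locus at A330076H08Rik was at 66.8 FPKM with the non-silencing shRNA and 68.1 FPKM in the knockdown. That at Ankrd52 went from 264 to 0 FPKM. Those at Snhg12 went from 430 to 210 FPKM, from 608 to 300 FPKM and from 14663 to 15551 FPKM. Of 13 changes over 4-fold, 12 were in loci with a small RNA gene inside, and the exception was Col1a1, whose log2 fold change was 0.81 with a pseudocount of 1 FPKM. The smallest p-value of the authors' deposited table, 5e-05, was shared by 32 of the 34 genes, with a q-value of 0.0205, and the q-value was 0.0386 for Asns and Sp8 and 0.0533 for the nearest loci that did not pass. Leaving out the loci with a small RNA gene inside, a choice made after the data were seen, 15 genes fell and 4 rose.

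**Figure D1:**
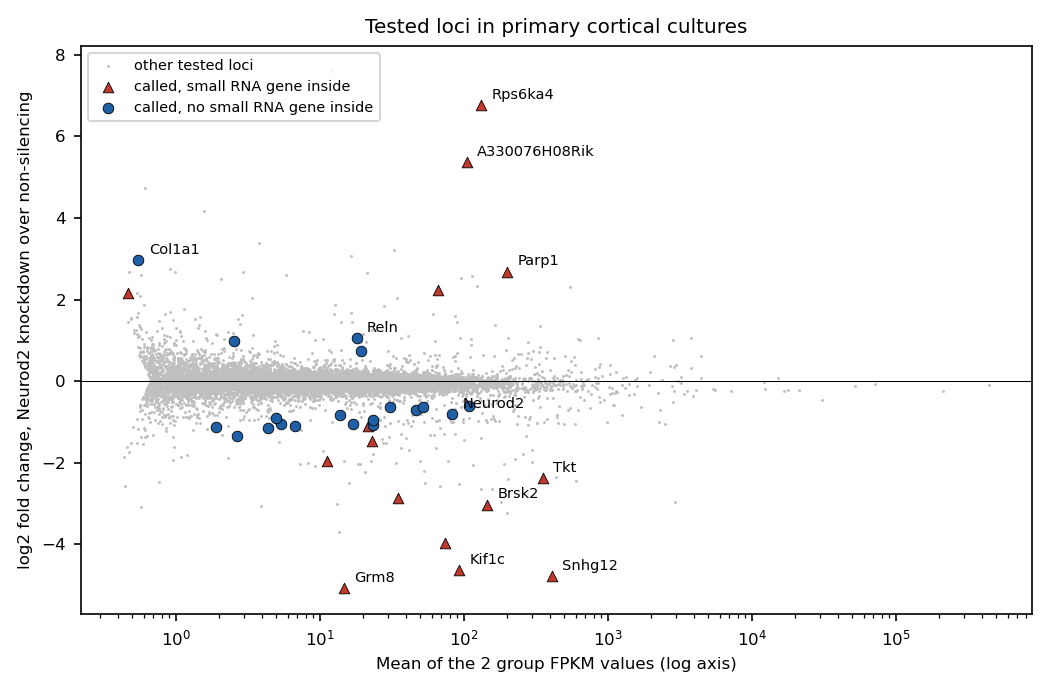
Log2 fold change of each tested locus (Neurod2 knockdown over non-silencing shRNA, vertical axis) against the mean of its 2 group FPKM values (horizontal log axis). Gray points are loci that did not pass the thresholds, red triangles the 15 changed loci with an annotated small RNA gene inside, and blue circles the other 19. Grm8, Snhg12, Kif1c, Rps6ka4 and A330076H08Rik, all triangles, are the changed loci farthest from 0, and Col1a1 is the circle farthest from it.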

When gene expression was compared to cells treated with a control shRNA, we found that 25 genes were down-regulated and 9 genes were up-regulated upon silencing of *Neurod2* (Supplemental Material 4) (Fig. 3A). 

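Neurod2, the targeted gene, fell to 60.3 FPKM in the knockdown from 104.8 FPKM with the non-silencing shRNA (the authors' values). Its log2 fold change in the authors' deposited table was -0.80 (q-value 0.0205 by Cuffdiff). The gene lies on chromosome 11 of GRCm38 from 98325415 to 98329648 on the minus strand and has 2 exons, 1 of them with coding sequence. Of the 6 genes of the NEUROD and neurogenin family, 4 were named and tested, and Neurod2 alone passed the threshold over all loci. Adjusted over the list alone, Neurod2 and Neurog2 were lower, and Neurog2, which drives neurogenesis in cortical progenitors, had a log2 fold change of -0.46 in the authors' deposited table. Neurog2 also stands on the lists of excitatory neuron identity and of migration genes, and adjusted over either of those lists the authors' Cuffdiff p-value did not pass (q-value 0.196 and 0.184). Neurod6, the family member with the highest FPKM, was at 274 FPKM with the non-silencing shRNA and 290 FPKM in the knockdown. Of 18 genes of excitatory cortical neuron identity, 16 were named and tested, and none passed either over all loci or adjusted over the list alone. Their median log2 fold change was -0.03, at percentile 57 of 10000 random lists matched on mean FPKM. Among them, the layer markers Bcl11b and Fezf2 had log2 fold changes of 0.04 and -0.03 in the authors' deposited table.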

As expected, we detected *Neurod2* as one of the significantly downregulated genes. 

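Genes of the amino acid response, which the transcription factor ATF4 drives when amino acids are scarce, were lower in the Neurod2 knockdown. Of 36 listed genes, 28 were named and tested, and 8 fell at the authors' threshold: Asns, Chac1, Ddit4, Eif4ebp1, Pck2, Sesn2, Shmt2 and Slc7a3. None rose. Asns, which makes asparagine, fell from 131.6 to 86.2 FPKM, Chac1, which degrades glutathione, from 30.8 to 15.8 FPKM, and Slc7a3, a transporter of cationic amino acids, from 31.8 to 15.1 FPKM (the authors' values). Adjusted over the list alone, 20 genes were lower and none was higher (19 lower with the larger reading of p-values that the spreadsheet left ambiguous). These 8 genes were placed on the list after Supplemental Material 4 had been read, so the count is not independent evidence. The 19 members outside Supplemental Material 4 with a mean FPKM of at least 1 had a median log2 fold change of -0.37, below the range of -0.11 to 0.03 that holds the middle of 10000 random lists, and 17 of them were below 0. Of the fibroblast and mural cell markers, Col1a1 (0.125 to 0.975 FPKM), Col3a1 (0.171 to 0.765 FPKM) and Thbs1 (1.70 to 3.38 FPKM) rose at the authors' threshold, and all were known from Supplemental Material 4 when the list was written. Adjusted over the list alone, Postn and Acta2 were higher as well, from 0.262 and 0.409 FPKM, while the log2 fold changes of Dcn and Pdgfrb in the authors' deposited table were 0.01 and -0.18 and did not pass. Among 8 tested astrocyte markers, Gfap fell from 57.4 to 35.1 FPKM, and the other 7, such as Slc1a3 and Aldoc, did not pass, also adjusted over the list alone. Of 14 tested dendrite and synapse genes, Grm8 and Cacng3 alone fell, also adjusted over the list alone, while the median log2 fold change of the list was 0.05, small but at percentile 99.1 of 10000 random lists matched on mean FPKM, so that the list as a whole stood apart upward. Genes for DNA binding proteins that fell included Arid5a (3.82 to 1.50 FPKM), Trim66 (2.62 to 1.21 FPKM), Sp8 (6.53 to 3.47 FPKM) and Ubn2 (61.1 to 8.41 FPKM). The locus named Zglp1, which fell from 29.5 to 13.7 FPKM, overlaps 5 protein-coding genes in the annotation. The loci of Pde12, Ank and Shmt2 (for which Supplemental Material 4 also gives Ndufa4l2) overlap 2 each. These values may therefore not be of 1 gene alone. Small RNA genes lie inside Grm8, Ubn2, Zglp1, Tkt, Pde12, Ank and Col3a1, and the table does not separate their reads from those of the host gene.

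**Figure D2:**
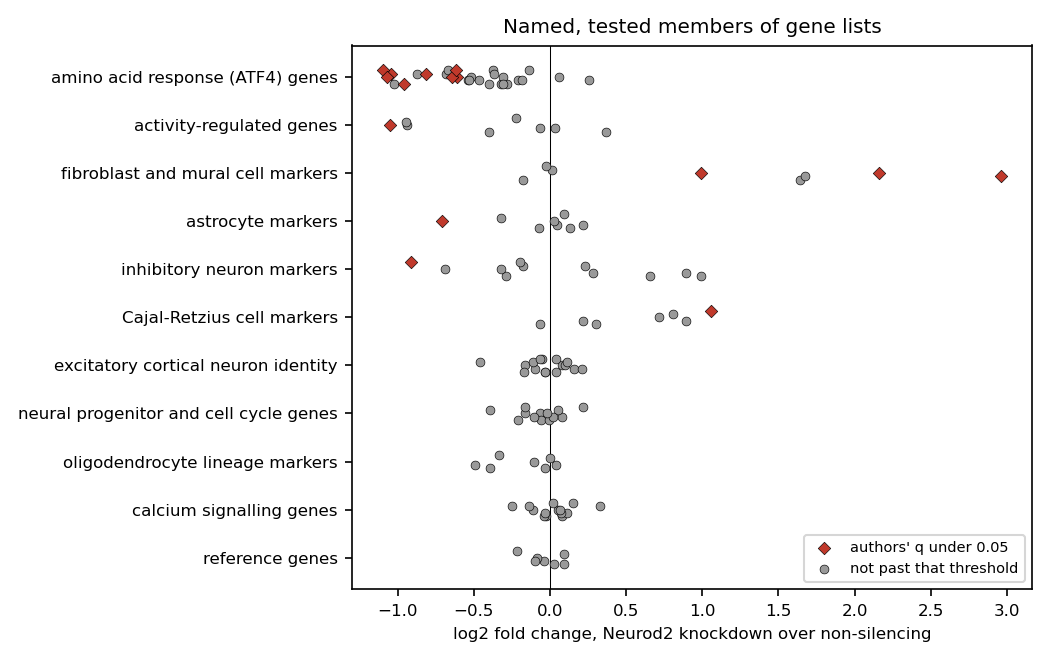
Log2 fold change (Neurod2 knockdown over non-silencing shRNA, horizontal axis) of the named and tested members of 11 gene lists, 1 list per row and 1 point per gene. Red diamonds passed the authors' q threshold of 0.05 and gray circles did not; 8 members of the amino acid response list are red, all below 0.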

Genes perturbed by *Neurod2* depletion included those expressing DNA binding proteins (*Arid5a*, *Ddit4*, *Ubn2*, *Trim66*, *Zglp1*, and *Sp8*); regulators of extracellular matrix, adhesion and synaptogenesis (*Thbs1*, *Reln*, *Col3a1*, *Col1a1*, and *Ank1*); metabolic genes (*Shmet2*, *Tkt*, *Pck2*, and *Pde12*); signaling molecules (*Chac1* and *Sesn2*), and a translational regulator (*Rps6ka4*). Next, we asked whether any of the regulated targets were also directly bound by NEUROD2 as revealed by our ChIP-Seq data. We found that 14/34 genes harbored binding sites for NEUROD2, with the remaining (20/34) potentially represented secondary or off-target effects (Supplemental Material 4). 

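Of the 14 genes that Supplemental Material 4 marks as NEUROD2 targets, 10 fell and 4 rose in the knockdown. The 4 that rose were Reln, Thbs1, Ank and Parp1, and those that fell included Neurod2, Brsk2, a kinase of neuronal polarity, and Vgf, a neuropeptide precursor. Of the 20 genes without the mark, 15 fell and 5 rose, and the direction did not differ between marked and unmarked genes (Fisher's exact test, two-sided, p = 1). Small RNA genes lie inside 6 of the marked and 9 of the unmarked loci. The peak-to-gene scores of Supplemental Material 2, which credit each binding site to the closest gene, gave a second view by another criterion. The paper predicted targets only above a threshold score, and genes missing from its list were given a score of 0 here. A score of 0 is therefore no sign that NEUROD2 binding was absent. The marked genes Grm8, Cacng3, Vgf, Thbs1 and Parp1, among others, scored 0 at E14.5 and P0. A score above 0 at E14.5 or P0 was found for 4 of 32 changed genes that could be named (12.5%), Reln, Neurod2, Brsk2 and Ddit4, and for 793 of 9624 other named and tested genes (8.24%). The odds ratio was 1.59 (Fisher's exact test, two-sided, p = 0.332). Neurod2 is the gene the shRNAs target, and without it, a choice made after the data were seen, the odds ratio was 1.19 (Fisher's exact test, p = 0.739). The E14.5 scores alone gave an odds ratio of 0.884 (Fisher's exact test, p = 1). The P0 scores alone gave 5.65 with Neurod2 (Fisher's exact test, p = 0.0200, not adjusted for the settings tried) and 3.77 without it (Fisher's exact test, p = 0.108), which left Brsk2, a locus with a small RNA gene inside, and Ddit4. From the overlap in Supplemental Material 4, the paper states that the remaining 20 genes potentially represent secondary or off-target effects.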

Among the direct and regulated targets of NEUROD2, we were intrigued to identify *Reln*, a gene with essential roles in neuronal migration, dendrite development and synaptogenesis. 

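Reln, which encodes the secreted extracellular matrix protein REELIN, rose from 11.7 FPKM with the non-silencing shRNA to 24.3 FPKM in the Neurod2 knockdown (the authors' values). Its log2 fold change in the authors' deposited table was 1.06, a change of 2.08-fold, with a p-value of 5e-05 and a q-value of 0.0205 by Cuffdiff. Among the 12608 tested loci with a mean FPKM of at least 1, the median log2 fold change in the authors' deposited table was -0.03 with an SD across loci of 0.31, and 3.36% differed by over 1.5-fold, most of them without passing the q threshold. No small RNA gene lies inside Reln, and no other locus of the table shares its position. The values of the single libraries are not used here, so how far each shRNA raised Reln cannot be told from the table.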

Our previous findings had also implicated NEUROD2 in regulating the signaling pathway activated by this extracellular matrix protein^27^.

**Figure 3:**
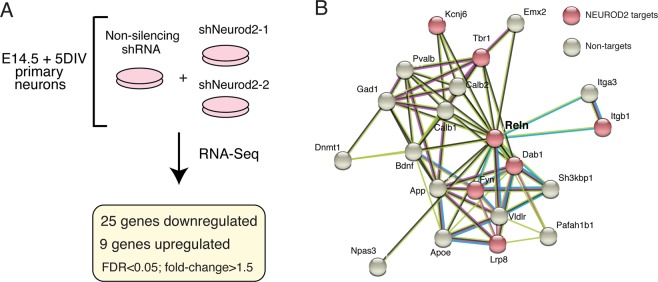
RNA-seq analysis of primary cortical neurons silenced for *Neurod2* expression. (**A**) RNA-Seq analysis was carried out on primary cortical neurons electroporated with a NS (non-silencing) shRNA or one of the two independent shRNAs against *Neurod2*. 25 genes were down-regulated and 9 were up-regulated upon knockdown of *Neurod2*. fold-change > 1.5, FDR < 0.05. (**B**) A protein interactome network of REELIN revealed additional genetic targets of NEUROD2 that also interact with REELIN. Interactome analysis was based on the String Database^34,35^.

Next we predicted the protein interactome of REELIN using the String database^34,35^ and asked whether additional NEUROD2 targets were found in this network. As well as the previously reported targets, REELIN receptor *Lrp8*, intracellular adaptor molecule *Dab1*, and membrane-associated tyrosine kinase *Fyn*^27^, we found that we had also identified additional REELIN-interacting NEUROD2 targets, such as *Itgb1*, *Tbr1* and *Kcnj6* (Fig. 3B). Furthermore, in order to achieve a comprehensive view of NEUROD2 targets with roles in cortical lamination, we manually searched the literature with our list of target genes and compiled a list of 116 genes with previously demonstrated roles in neuronal migration (Supplemental Material 5). These results raise the possibility that NEUROD2 might regulate cortical neuron migration via fine-tuning the expression of several downstream targets. However, given that *Reln* was the only target that displayed gene expression changes in our RNA-Seq analysis following *Neurod2* depletion, we decided to further investigate the relationship between NEUROD2 and REELIN expression.

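Among the genes of the reelin pathway, Reln alone rose at the authors' threshold, and none fell. Of 20 listed genes, 16 were named and tested, with a median log2 fold change of -0.05, at percentile 34.9 of 10000 random lists matched on mean FPKM, and adjusted over the list alone Reln was again the only one. The receptor gene Vldlr was at 27.8 FPKM with the non-silencing shRNA and 24.4 FPKM in the knockdown, and the adaptor gene Dab1 at 57.8 and 55.6 FPKM (the authors' values). Of the reelin-interacting NEUROD2 targets in Fig. 3B, none passed over all loci or adjusted over the list alone. The log2 fold changes in the authors' deposited table were -0.05 for Dab1, -0.16 for Fyn, 0.05 for Itgb1, -0.06 for Tbr1 and 0.31 for Kcnj6. Lrp8 has 2 tested loci at the same position, which cannot be told apart by name, with log2 fold changes of -0.09 and -0.30 in the authors' deposited table, and neither passed. Of the 116 migration genes in Supplemental Material 5, 75 were named and tested, and Reln was the only one that passed, both over all loci and adjusted over the list alone. Counted by position alone, without the need for a single name, 93 of the 116 genes had a tested locus with an overlap of at least 0.5. Reln was again the only one of them past the threshold. The median log2 fold change of the 75 genes was -0.06, at percentile 9.43 of the random lists, and 47 of them were below 0. The other 23 genes had no tested locus with that overlap, which does not show that they were untested. Each shRNA alone was not analysed here.

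**Figure D3:**
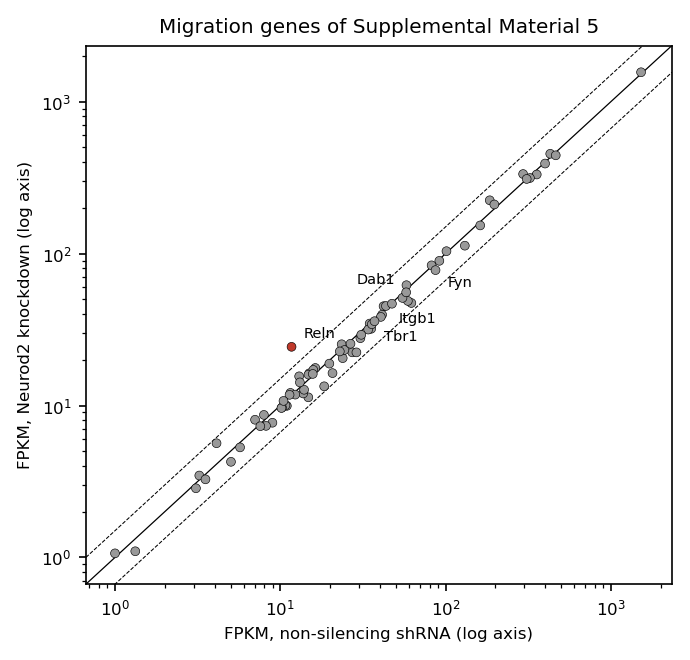
FPKM in the Neurod2 knockdown (vertical log axis) against FPKM with the non-silencing shRNA (horizontal log axis) of the 75 named and tested migration genes of Supplemental Material 5. The solid line marks equal values, the dashed lines a 1.5-fold change, and the red point is Reln, the only gene past the authors' thresholds.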

### NEUROD2 regulates the expression of Reln gene in cortical neurons

In mice, *Reln* gene consists of 65 exons, spanning approximately 460 kb of genomic sequence^36^. 

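In the GENCODE M21 annotation, Reln lies on chromosome 5 of GRCm38 from 21884454 to 22344702 on the minus strand, a span of 460.249 kb. Its principal transcript has 65 exons, all with coding sequence, and 64 introns. The transcript is 11699 bases long, of which 10386 are coding bases, so that exons fill 2.54% of the span. Intron 21 runs from 22018136 to 22018851 (716 bp), intron 22 from 22011175 to 22018022 (6848 bp), intron 55 from 21911056 to 21912975 (1920 bp) and intron 63 from 21891568 to 21895988 (4421 bp). Inside the span, 7 other genes are annotated, which are pseudogenes, antisense genes or transcripts still to be tested by experiment.

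**Figure D4:**
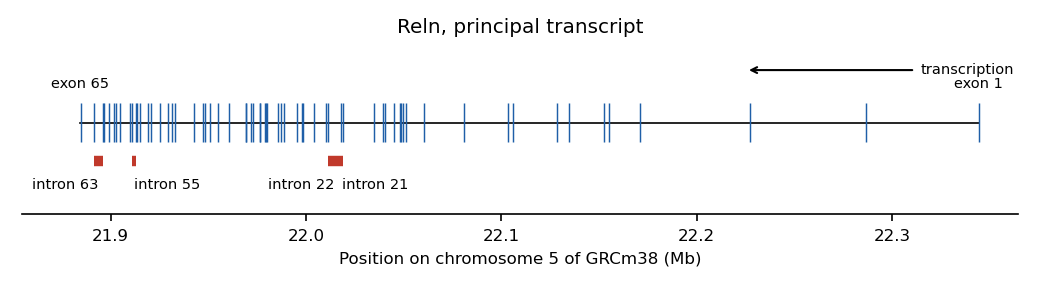
Map of the principal Reln transcript on chromosome 5 of GRCm38 (horizontal axis, Mb), drawn to scale along the chromosome. Blue ticks are the 65 exons at a fixed width, and red bars mark introns 21, 22, 55 and 63, which lie between exon 21 and exon 64; transcription runs from right to left.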

Upon inspection of NEUROD2 binding sites along this gene we identified four prominent peaks at introns 21, 22, 55 and 63 (Fig. 4A,B). Initially, we confirmed binding to all four peak sequences by ChIP followed by quantitative PCR (ChIP-qPCR) using cortical tissue from E14.5 and P0 pups (Fig. 4C). We normalized our qPCR signal individually from all four peaks to the amount of input DNA and compared to negative control samples where immunoprecipitation was carried out with an antibody against GFP. Our results suggested quantitatively more binding to all four intronic sequences from E14.5 cortex when compared to samples from P0 cortex (Fig. 4C).

**Figure 4:**
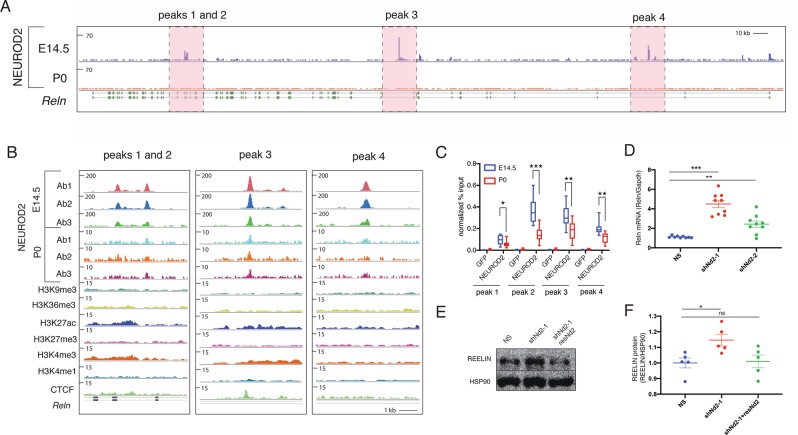
NEUROD2 binding to introns along the *Reln* gene is associated with suppression of *Reln* gene expression. (**A**,**B**) Four prominent intronic NEUROD2 binding sites are plotted on the *Reln* gene. Ab1, Ab2 and Ab3 represent ChIP experiment carried out with three separate NEUROD2 antibodies. Several different histone modifications corresponding to promoters (H3K4me3), enhancers (H3K4me1), actively transcribed (H3K27ac and H3K36me3) or repressed (H3K9me3 and H3K27me3) chromatin are not enriched in NEUROD2 binding sites. A slight enrichment of CTCF binding within intron 3 of *Reln* is detected. (**C**) NEUROD2 binding to all four intronic regions is confirmed by ChIP-qPCR. Immunoprecipitation with an unrelated GFP antibody is used as a negative control. n = 12 (three biological x four technical replicates). Bars represent S.E.M. *p < 0.05, **p < 0.005, ***p < 0.0001 by two-tailed unpaired t-test. (**D**) RT-qPCR analysis of *Reln* gene expression in primary cortical neurons reveals significant upregulation upon knockdown of *Neurod2* with two separate shRNAs. *Gapdh* mRNA was used as a normalization control. n = 9 (three biological x three technical replicates). p < 0.0001 by one-way ANOVA. ***p < 0.0001, **p < 0.01 by post hoc Sidak multiple comparison tests. Bars represent S.E.M. (**E**) Immunoblotting of REELIN from 5 DIV primary cortical cultures electroporated with NS, shNeurod2-1 or with shNeurod2-1 together with a plasmid expressing an shRNA resistant Neurod2 cDNA (resNd2). The protein blot has been probed with REELIN antibody and HSP90 antibody as a loading control. Cropped parts of the gel are indicated with a line. (**F**) Quantification of REELIN protein amounts from five independent experiments. Data are presented after normalizing to HSP90 loading control. *p = 0.02 by two-tailed unpaired t-test. Abbreviations: NS (non-silencing), shNd2-1 (shNeurod2-1), shNd2-2 (shNeurod2-2), resNd2 (rescue Neurod2), ns (non-significant).

In order to gain insight into the transcriptional activity of these sites in the embryonic cortex, we overlaid our NEUROD2 binding profiles with those representing different histone marks associated with promoters (H3K4me3), enhancers (H3K4me1), actively transcribed (H3K27ac and H3K36me3) or silenced (H3K9me3 and H3K27me3) chromatin (Fig. 4B). We did not observe a significant enrichment of either of these histone marks at NEUROD2 binding sites. Our observation might be indicative of a true lack of enrichment of specific histone marks at these loci, or alternatively, might be due to the dilution of ChIP-Seq signals of histone marks acquired from bulk cortical tissue containing many cells that do not express *Neurod2*. Interestingly, we did observe a modest enrichment of CTCF (CCCTC-binding factor) at the third peak we analyzed (Fig. 4B). This TF has previously been shown to act as a chromatin insulator and as either a transcriptional repressor or activator in a context-dependent manner^37–39^. Hence, beyond functioning as a typical promoter-associated TF, NEUROD2 might have additional roles in formation of higher-order chromatin structures. Future experiments conducted with purified, *Neurod2*-expressing neurons will resolve how the binding of post-translationally modified histones and other factors regulating chromatin structure are localized to and regulated at NEUROD2 binding sites.

During radial migration, *Reln* is expressed and secreted by a transient group of neurons located in the marginal zone called Cajal-Retzius (CR) cells^16,21^, which do not express *Neurod2*^40^. On the other hand, migrating neurons express *Neurod2*, genes encoding REELIN receptors *Lrp8* (*Apoer2*) and *Vldlr*, as well as components of their downstream signaling pathway, such as the adaptor protein *Dab1*. Recent single cell RNA-Seq analysis also point to a mutually exclusive pattern of expression of *Reln* and *Neurod2* within the CR cells and within excitatory neurons of the developing cortex^41^. Interestingly, our RNA-Seq results also suggested NEUROD2 as a negative regulator of *Reln* expression (Supplemental Material 4). 

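Of 12 listed markers of Cajal-Retzius cells, 7 were named and tested, with a median log2 fold change of 0.72, and of 0.51 without Reln, at percentile 99.99 of 10000 random lists matched on mean FPKM. Reln was the only one to rise at the threshold over all loci, and adjusted over the list alone Calb2 and Ndnf were higher as well, with none lower. Calb2, which encodes calretinin, went from 3.54 to 6.59 FPKM and Ndnf from 2.49 to 4.09 FPKM (the authors' values). The remaining markers did not pass, and the authors' deposited table gives log2 fold changes of 0.81 for Nhlh2, 0.30 for Cacna2d2, 0.22 for Zic1 and -0.06 for Tbr1, the most abundant of the 7, at 35.8 FPKM with the non-silencing shRNA. Of 8 tested markers of fibroblasts and mural cells, Col1a1, Col3a1 and Thbs1, all known from Supplemental Material 4, rose in the same comparison, with log2 fold changes in the authors' deposited table of 2.96, 2.16 and 0.99, and Col1a1 and Col3a1 stayed under 1 FPKM. The other markers did not pass over all loci, among them Fbn1 at -0.03 in the authors' deposited table, and the median was -0.01 over the 4 with a mean FPKM of at least 1, at percentile 42.3 of random lists, and 1.32 over all 8, at percentile 100. Adjusted over the list alone, 5 of the 8 were higher, Postn and Acta2 among them. Markers of inhibitory neurons, some of which also make REELIN, went both ways. Of 20 listed, 11 were named and tested, and Sp8 alone passed over all loci, in the direction of a fall. Adjusted over the list alone, Sp8 was lower and Calb2 and Sst were higher, and Sst had a log2 fold change of 0.99 in the authors' deposited table. Gad2, an enzyme of GABA synthesis, had one of -0.20 and did not pass. The median of the 7 inhibitory markers with a mean FPKM of at least 1 was -0.18, and its sign turned under other settings, with 0.026 over 10 markers at a mean FPKM of at least 0.1, 0.051 over 6 without the genes of Supplemental Material 4, and 0.28 over 5 when loci were named only where no other locus of the table had the same position, a choice made after the data were seen. From the rise of Reln in its RNA-seq, the paper proposes that NEUROD2 is a negative regulator of Reln expression. It also draws on NEUROD2 binding at Reln introns and on a rise of Reln mRNA by RT-qPCR with each shRNA. The paper further reports that an shRNA-resistant Neurod2 cDNA reversed the increase in REELIN protein.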

To further explore the possibility that NEUROD2 represses *Reln*, we knocked down *Neurod2* by two different shRNAs in primary cortical neurons. Indeed, we observed a significant upregulation in *Reln* mRNA expression (Fig. 4D) with the more efficient shNeurod2-1 RNA^26^ leading to a more robust upregulation in *Reln* transcript levels compared to those neurons transfected with shNeurod2-2 (Fig. 4D). Next, by immunoblotting we determined how REELIN protein levels were affected upon knockdown of *Neurod2* in our primary cortical cultures. To our surprise, we observed a much weaker (approximately 15% of the control) but significant (p = 0.02) increase in REELIN at the protein level. To demonstrate the specificity of this effect, we rescued the increase in REELIN levels by co-expressing a previously characterized^26^ shRNA-resistant *Neurod2* cDNA (Fig. 4E,F). Taken together, our results suggest that NEUROD2 strongly suppresses expression of *Reln* mRNA in cortical neurons. However, this regulation of gene expression at the mRNA level only modestly affects levels of REELIN protein.

Next we determined how REELIN protein levels were affected in the embryonic cortex upon silencing *Neurod2* expression via *in utero* electroporation of shNeurod2-1. We electroporated E14.5 embryos, fixed the cortices at E17.5 using paraformaldehyde, and carried out immunofluorescence staining against REELIN in cortical sections. In agreement with previous findings, we observed high levels of REELIN protein in the MZ, but not in the CP or the SVZ-IZ of control samples (Fig. 5A,B). Our quantification of immunofluorescence signal intensity revealed no difference within the CP and SVZ-IZ when comparing control and *Neurod2* knockdown samples (Fig. 5D and E). Interestingly, in embryos electroporated with shNeurod2-1, we observed a small but significant upregulation of REELIN protein in the MZ, generally localized to the cell body (Fig. 5A–C). These results raised questions about the cellular source of this ectopic REELIN expression. Even though we observe a small number of neurons over-migrating into the MZ in neurons transfected with shNeurod2-1, the vast majority of neurons are localized to the CP. Whether this additional REELIN protein in the MZ is derived from the projecting dendrites of cortical neurons, from over-migrating neurons, or instead is a secondary response of the CR cells to reduction of *Neurod2* expression in cortical neurons is currently unclear, but this topic is worthy of future investigation.

**Figure 5:**
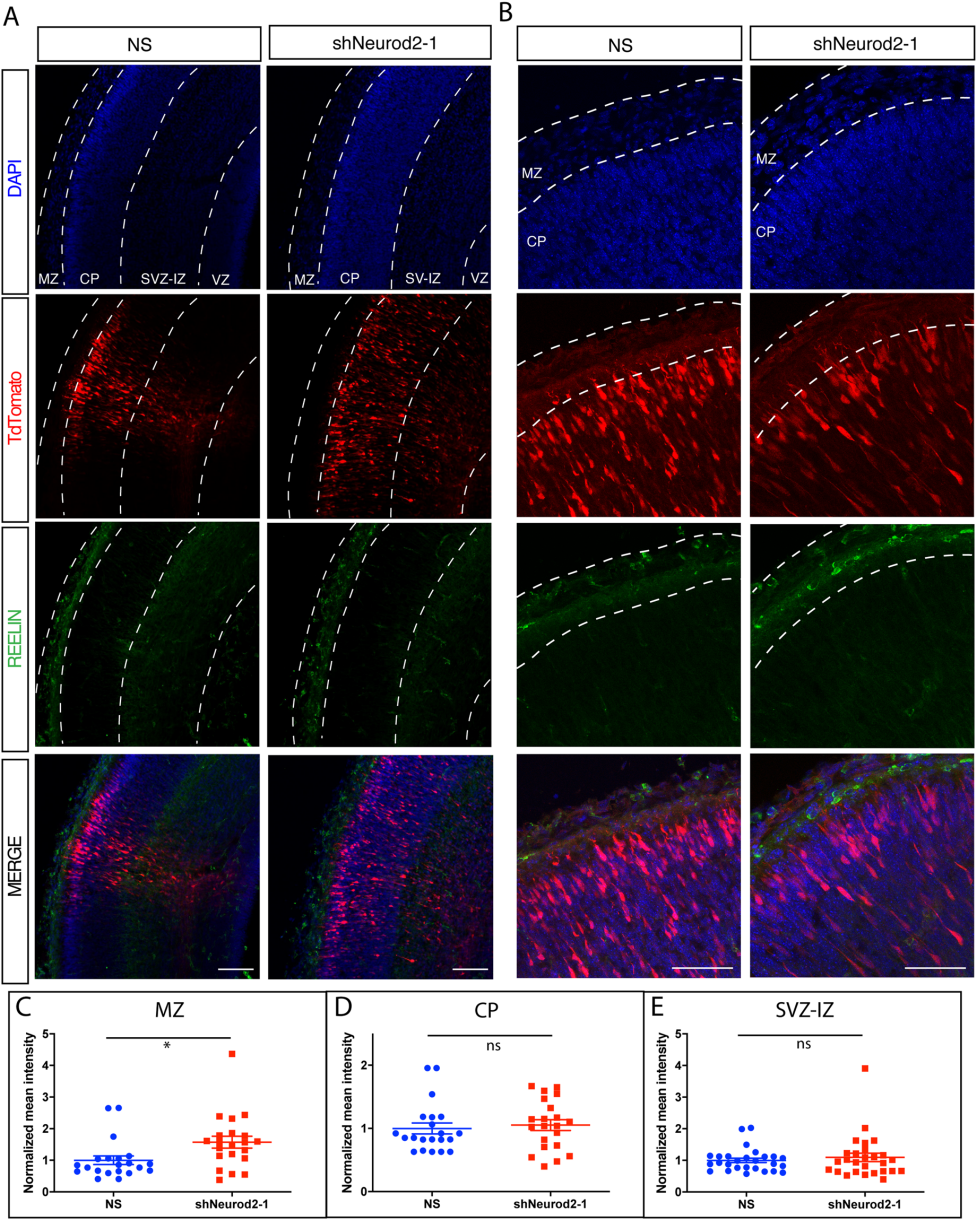
*In* *vivo* quantification of REELIN protein levels upon *Neurod2* silencing in the embryonic cortex. (**A**) Embryos were electroporated with non-silencing or shNeurod2-1 shRNA and TdTomato at E14.5, cortices were harvested at E17.5 and confocal images were acquired after REELIN immunofluorescent staining. REELIN levels were not significantly altered within the CP, SVZ-IZ and VZ. However we observed a slight but significant increase in REELIN protein within the MZ. Scale bar: 100 µm. (**B**) Higher magnification images of those displayed in (**A**). Scale bar: 50 µm. (**C–E**) Quantification of images displayed in (**A**,**B**). A total of 21 images acquired from n = 3 embryos per group were used for quantification. *p = 0.02 by unpaired two-tailed t-test. Abbreviations: MZ (marginal zone), SVZ-IZ (subventricular-intermediate zone), CP (cortical plate), NS (non-silencing), ns (non-significant).

### NEUROD2 is required for the terminal stages of cortical radial migration

Our comprehensive analysis uncovering NEUROD2 target genes functioning in neuronal migration, along with focused experiments on regulation of *Reln* gene expression, prompted us to test whether cortical migration is affected upon suppressing *Neurod2* expression. Toward this goal, we silenced *Neurod2* in neural progenitor cells by *in utero* transfection of shNeurod2-1 and a tdTomato marker in E14.5 embryos, then quantified the number of tdTomato-positive neurons in different cortical layers at E17.5 by confocal microscopy (Fig. 6A,B). In control samples, we observed tdTomato-positive neurons at expected locations within the ventricular zone, along the subventricular and intermediate zones, and at the cortical plate. In samples in which we silenced *Neurod2* expression, we did not observe gross defects in migration, and neurons generally appeared to migrate from the ventricular zone toward the cortical plate in a manner comparable to control samples. Specifically, multipolar migration and glial-guided migration appeared intact. However, we observed a reduction in the number of tdTomato-positive neurons in the primitive cortical zone (located immediately below the marginal zone), suggesting that NEUROD2 depletion leads to a defect specific to the terminal stage of migration (Fig. 6A,B). In *Neurod2* knockdown neurons, concomitant with a significant reduction of neurons localized to the primitive cortical zone, we occasionally also observed neurons which had over-migrated into the MZ (Fig. 6B,C). Taken together, our results point to a mechanism where NEUROD2 regulates the positioning of somas at the primitive cortical zone. Future experiments will clarify how NEUROD2 target genes regulate this critical step during cortical lamination.

**Figure 6:**
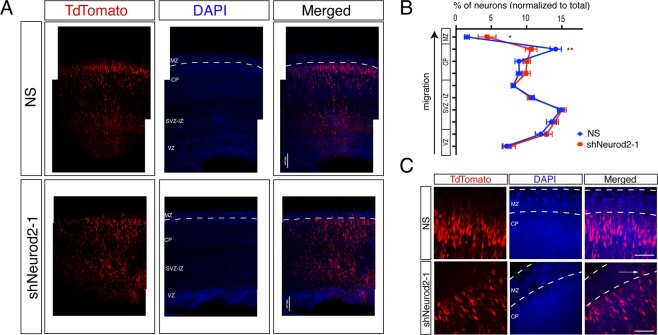
NEUROD2’s role in neuronal soma positioning to the primitive cortical zone. (**A**) Embryos (at E14.5) were *in utero* electroporated with tdTomato fluorescent marker and with NS (non-silencing) shRNA or with shNeurod2-1. Embryos were retrieved at E17.5, coronally sectioned, and tdTomato signal was subsequently imaged by confocal microscopy. VZ (ventricular zone), SVZ-IZ (subventricular-intermediate zone), CP (cortical plate), and MZ (marginal zone) are labeled. Scale bar: 100 µm. (**B**) Transfected neurons (a total of n = 16,184 for NS and n = 19,339 for shNeurod2-1) derived from *in utero* electroporation of seven littermate embryo pairs from five independent pregnant mice were counted. Normalized percentages of tdTomato-positive neurons counted in individual zones are plotted. Significantly less neurons are localized to the upper cortical plate in neurons where *Neurod2* is knocked down. (**C**) Higher magnification images of the MZ and the CP in NS and shNeurod2-1 electroporated cortices. White arrow points to occasional neurons that over-migrate into the MZ of the shNeurod2-1 transfected samples. Scale bar: 50 µm. Bars represent S.E.M. p < 0.0001 by two-way ANOVA and *p = 0.0165 and **p = 0.0015 by post hoc Sidak’s test.

## Discussion

Here we report a comparative analysis of the genetic targets of NEUROD2 and reveal a new role for this TF in the terminal stage of cortical radial migration. We had previously reported NEUROD2 targets identified by ChIP-Seq experiments both in embryonic and postnatal cerebral cortices^26,27^, and here we have complemented these earlier studies by a comparative analyses of these two developmental timepoints. Furthermore, in order to focus upon targets whose expression is regulated by NEUROD2, we silenced its expression in primary cortical neurons and carried out an RNA-Seq analysis. Our comprehensive and comparative analyses of these two ChIP-Seq and RNA-Seq datasets converged upon the *Reln* gene. We show that in mice, NEUROD2 binds to several different introns of *Reln* at both embryonic and postnatal stages, and this binding correlates with reduced levels of *Reln* mRNA. Even though NEUROD2 has typically been considered as a transcriptional activator, our studies point to a potentially dual function for NEUROD2; in addition to its previously reported transcription activating function^25,42,43^, it may also act as a repressor in a context-dependent manner. In support of our findings, *Reln* expression was also previously shown to be upregulated in the embryonic cortex of *Neurod2/6* double knockout mice^44^. However, whether this effect is a direct consequence of NEUROD2 binding to *Reln* introns, or instead is a secondary response, awaits confirmation by site-directed genome editing of these binding sites.

NEUROD2’s potential capacity to function as a transcriptional repressor agrees well with our previous results demonstrating that NEUROD2 inhibits expression of the *Stim1* gene to control calcium signaling in cortical neurons^26^. Furthermore, several of the NEUROD2 binding peaks both in *Reln* and *Stim1* genes have also been identified in ChIP-Seq experiments carried out for the chromatin insulating factor CTCF (encodeproject.org), suggesting that NEUROD2 might be involved in establishing or maintaining higher order architecture of chromatin loops. In support of this hypothesis, NEUROD2 was recently shown to function as a major organizer of cell-type specific chromatin folding in cortical neurons, suggesting that its transcription activating or repressing functions might in fact be directly related to its role in establishing or maintaining transcriptionally isolated domains^45^. The mechanistic details of how NEUROD2 regulates transcriptional activity in distinct genetic loci are of great interest for future investigations.

Past studies have suggested that NEUROD2 might have a role in regulating radial migration of excitatory cortical neurons^27,28,46^. In addition to our current finding demonstrating NEUROD2 regulation of *Reln* mRNA expression, our past work had shown that it also binds to promoters of several genes encoding downstream signaling proteins that transduce REELIN signals, such as *Dab1* and *Fyn*, as well as the receptor gene *Lrp8*^27^. To our surprise, upregulation of *Reln* mRNA levels upon *Neurod2* silencing does not correlate well with changes at the protein level. We observe a small but significant increase of REELIN in primary neurons, but not in embryonic sections, after *Neurod2* suppression. Immunofluorescence staining is a semi-quantitative method and might not report accurately upon small changes in protein levels of REELIN. Taken together, we conclude that the major effect of NEUROD2 is most prominent at the mRNA level of *Reln*.

The control of *Reln* gene expression within a precise spatiotemporal window in the developing cortex appears to be a conserved and tightly regulated mechanism that depends upon several TFs. For example, double-knockout mice for the TFs *Pbx1/2* also exhibit ectopic *Reln* expression, leading to a dramatic inversion of cortical layering reminiscent of mouse models with defective REELIN signaling^47^. Similarly, knockdown of the histone methyltransferase *Ezh2*, as well as deletion of *Foxg1*, result in derepression of *Reln* gene expression and are associated with radial migration and cortical development defects^48,49^. Finally, ectopic expression of *Reln* cDNA by *in utero* electroporation into neural progenitors causes formation of neuronal aggregates in deep layers that are incapable of migrating towards the cortical plate^50^. Taken together, these findings highlight the importance of maintaining a precise level of *Reln* gene expression for the proper development of cortical layers. Our results suggest that NEUROD2 is an additional transcriptional regulator of the *Reln* gene. Furthermore, deficiencies in NEUROD2 function might remove one layer of control against ectopic REELIN expression and may potentially sensitize migrating neurons to synthetic genetic interactions with other genes functioning in REELIN signaling.

Beyond our analysis of *Reln* expression, we also generated a curated list of NEUROD2 binding targets with known roles in neuronal migration based on published literature. Interestingly, we identified a number of additional targets, including components involved in Ephrin signaling, members of the Cdk5 pathway, and additional TFs. Finally, in order to test whether NEUROD2-regulated transcription functions during radial migration of cortical neurons, we silenced *Neurod2* expression in ventricular neural progenitors by *in utero* electroporation in mice and revealed that NEUROD2 is important for proper positioning of the neuronal soma upon arrival at the primitive cortical zone. These findings suggest that NEUROD2 might impact cortical lamination by regulating multiple components of the REELIN signaling pathway or other pathways. Finally, our dataset provides novel candidate genes that may function in different aspects of cortical lamination.

## Methods

### Bioinformatic analyses of ChIP-Seq data

Previously published NEUROD2 ChIP-Seq data were used to identify differential NEUROD2 binding to genomic regions at timepoints E14.5 and P0^26,27^. These data were generated using three separate NEUROD2 antibodies (Abcam ab168932, ab104430 and ab109406). Histone ChIP-Seq datasets from E14.5 mouse embryonic cortex were produced by Bing Ren’s Laboratory, UCSD, USA^51^ (www.encodeproject.org). ChIP-Seq peaks were visualized using Trackster^52^ embedded within the Galaxy Project^53^. Details of Closest Gene score calculations were previously described^27^.

### Primary cortical cultures and Sholl analysis

Primary cultures were prepared from E14.5 embryos as described^26^. For Sholl analysis, primary cortical neurons were transfected with non-silencing or shNeurod2-1^26^ at 2 DIV with Lipofectamine 2000 transfection reagent (Invitrogen). Neurons were fixed with 4% PFA at 5 DIV, immunostained with an antibody recognizing EGFP (Aves Lab, GFP 10–20), and imaged with a Nikon 90i Eclipse confocal microscope affixed with a 60x oil objective. Dendritic development was quantified by Sholl analysis found within ImageJ^33,54^.

### ChIP-qPCR

Chromatin immunoprecipitation was carried out using cortical tissue collected from E14.5 and P0 pups of both sexes and an antibody raised against NEUROD2 (Abcam, ab109406) and against GFP as a negative control (Santa Cruz, sc-8334). Formaldehyde-crosslinking, followed by chromatin DNA isolation from input and immunoprecipitated samples, was performed as previously described^27^. Cq values from immunoprecipitated DNA were normalized to those from input DNA as described^26^. Primer sequences used for qPCR experiments were as follows: Reln-peak1-F (AATGGAAACTGGCTCGCATG); Reln-peak1-R (ATCCTGAGCAATGAGTGGCT); Reln-peak2-F (TGTTTCTGTGGTCTGCTTGC); Reln-peak2-R (AAAACAATCACAGGCGAGCC); Reln-peak3-F (GCCGGACTACCCTGATGATT); Reln-peak3-R (TGGAGGAAATGGATGGCTCT); Reln-peak4-F (GGCCTCCTGTCTTACTAGCC); Reln-peak4-R (CCTGACAGATGGAGCGTTTG).

### RNA-Seq and RT-qPCR

Primary cultures were prepared from E14.5 embryos as described^26^. Cortical neuron suspensions were electroporated with shNeurod2-1, shNeurod2-2, or a non-silencing plasmid immediately before plating (Amaxa™ P3 Primary Cell 4D-Nucleofector X Kit L; Lonza, CU133 program). The generation and knockdown efficiencies of shRNA plasmids were described previously^26^. Total RNA was isolated with Absolutely RNA Microprep Kit (Agilent Technologies) at 5 d *in vitro* (DIV). The RNA samples were further used for either RNA-seq-directed library construction or for RT-qPCR. Library construction and sequencing were carried out at Genewiz Inc. (New Jersey, USA). RNA-Seq libraries were sequenced on the Illumina HiSeq 2500 platform using a 50 bp single-end format. After quality filtering of reads, sequences were mapped onto the genome with TopHat^55^, assembled onto transcripts with Cufflinks^56^ and differential expression was determined with Cuffdiff^56^. Raw and processed RNA-Seq data are available at Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE131494. For RT-qPCR, cDNA was synthesized with Transcriptor high-fidelity cDNA synthesis kit (Roche) and RT-qPCR was performed using Luminaris HiGreen qPCR Master Mix (Thermo Scientific) in a CFX Connect Real-Time PCR Detection System (Bio-Rad). The 2^−ΔΔ**CT**^ method was used for calculating *Reln* mRNA levels as normalized to *Gapdh* mRNA. The primer sequences were as follows: Reln-F (TTTACACTGAGGCTGGGGAG); Reln-R (TGCCACCATCTGAACTGGAT); Gapdh-F (AATGTGTCCGTCGTGGATCTGACGTGC); Gapdh-R (TTGCTGTTGAAGTCGCAGGAGACAACC).

### Immunoassays

An anti-REELIN antibody (Abcam, cat no. ab78540) was used at a 1:1000 dilution for immunoblotting and 1:500 dilution for immunofluorescent staining. For immunoblotting, protein lysates were prepared using primary cortical cultures from E14.5 embryos and electroporated with the appropriate shRNA plasmid. At 5 DIV cells were lysed in ice-cold RIPA Buffer (0.05 M Tris-HCl pH 7.5, 0.15 M NaCl, 1% Triton-X 100, 1% Na-DOC, 0.1% SDS) containing freshly added protease inhibitors, incubated on ice for 15 min. and centrifuged for 20 min at 14,000 rpm at 4 °C. Protein concentrations of lysates were measured by Bradford protein assay and 10 μg of total protein was loaded per well. Band intensities were quantified by ImageJ^54^. For immunofluorescent staining, embryonic brains were fixed at 4% PFA overnight, treated with 30% sucrose for one day, and sectioned to 50 µm with a Leica CM 1950 cryostat. Anti-REELIN antibody incubation was carried out in blocking buffer (3% BSA, 0.3% Triton X-100 in PBS, pH 7.4) overnight in 4 °C. Images were captured using a Leica DMI8 confocal microscope. Quantification of MZ, CP and SVZ-IZ regions were defined based on DAPI staining, and quantification was performed with ImageJ^54^.

### In utero electroporation and image analysis

Our *in utero* electroporation method was based upon a previously published protocol^57^. Briefly, 14.5 day pregnant mice were anesthetized by inhalation of isoflurane. 1 µl of DNA solution (composed of 500 ng of shRNA plasmid, 500 ng of pCAGGS-IRES-tdTomato and 0.1% Fast Green FCF) was injected unilaterally into the lateral ventricular of each embryo. 0.5 pulses at 30 V with 400 ms intervals were applied with a 5 mm tweezer electrode using an electroporator (BTX, Harvard Apparatus, ECM830). Following electroporation, embryos were placed back into the uterine cavity, and the pregnant female was sutured and placed into an incubation chamber for recovery. Embryos were retrieved at developmental age E17.5, followed by brain removal and placement into 4% PFA. Embryos were coronally sectioned to 50 µm with a cryostat (Leica CM1950). Confocal images of tdTomato-positive neurons were captured with Nikon Eclipse 90i (20X objective) or Leica DMI8 (63X oil objective) and maximum intensity projection images were generated using Nikon NIS Elements AR or Leica LAS X Life Science software. A grid of ten equal bins were overlaid onto the cortical cross-section images, and the number of tdTomato-positive neurons in each bin was counted using the cell counting tool integrated into ImageJ^54^. These results were expressed as a percentage of total number of tdTomato-positive cells. In each experiment, littermate embryos from the same pregnant mouse were electroporated with non-silencing and shNeurod2-1, respectively.

### Animals

All animal experiments were performed in accordance with the guidelines for the care and use of laboratory animals of Koç University. The study was approved by the Institutional Animal Care and Use Committee of Koç University with license number 2014–07. For *in utero* electroporations (CD-1 strain) and primary neuronal cultures (Balb/c strain), timed-pregnant mice were generated by The Koç University Experimental Animal Laboratory.

## Supplementary information

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

Supplementary Dataset 4

Supplementary Dataset 5

## Data Availability

RNA-Seq data can be downloaded from Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE131494.

How the deposited data were processed for this re-analysis (not part of the article)

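RNA from primary mouse cortical cultures was measured in 6 libraries, 2 with a non-silencing shRNA and 4 with Neurod2 knockdown (2 with shNeurod2-1 and 2 with shNeurod2-2). The authors mapped 50 bp single-end reads to mm10 with TopHat, assembled transcripts with Cufflinks and compared the pooled groups with Cuffdiff; mm10 and the tool names stand in the paper or in the submitters' processing notes, and versions and settings are not given in the sources used here. The authors' deposited table holds 1 FPKM value per group and locus, normalized by the authors for transcript length and library size, and the read depth behind each value is unknown. The log2 fold change, the test statistic (a score), the p-value and the q-value in the deposited table are the authors' own, from Cuffdiff. They rest on 2 and 4 libraries, and with so few the spread between libraries is known only roughly. With 1 value per group no test between libraries could be made, so the planned tests on single libraries were not run, and the authors' p-values were used throughout.

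Of 32357 loci, 13498 had been tested, 18846 were marked as not tested, 10 as holding too much data and 3 as failed. A spreadsheet had changed many cells of the deposited table, by reading a number as hours (its whole part) and minutes (its decimals) and storing the time in their place. More than 1 number can give the same time. For a tested locus with changed cells, the possible numbers were listed, and those were kept for which the ratio of the 2 FPKM values gave the deposited log2 fold change within 2e-05. This restored 4898 tested loci and left 29 open, and 99 tested loci had 1 group at 0. The p-values of Cuffdiff are multiples of 5e-05, and 835 of them kept more than 1 possible reading, the smallest of which was 0.0062, so none of them bears on which genes passed; counts adjusted over a list were made with the smaller and with the larger reading. All 34 loci of Supplemental Material 4 were found, with the same FPKM and fold values after this step. In a simulation on 2951 altered loci, 99.6% were restored to the right values, 0.407% were left open and none was restored wrongly.

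Loci carry no gene name. A locus was named for a gene of the GENCODE M21 annotation of GRCm38, the assembly of mm10, where the overlap of their spans was at least 0.5 of their union, no other gene reached this, and no other tested locus had the same position. The names of Supplemental Material 4 were kept for its loci, except 2 loci that it gives only as long noncoding RNA and that are called here by the gene annotated at their position, A330076H08Rik and Mir670hg. This named 9656 tested loci, and 3027 tested loci shared their position with another. A locus was counted as holding a small RNA gene where such a gene is annotated inside it.

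A gene was counted as changed at a q-value under 0.05 and a fold over 1.5, the thresholds of Fig. 3. Adjusting the authors' p-values again by the method of Benjamini and Hochberg over the 13498 tested loci gave the same number, 34. The deposited q-values correspond to 13499 tests, and 1 locus more at the smallest p-value, which is not analysed here. The 18 gene lists were fixed before the data were examined, but after Supplemental Material 4 had been read, so the members it holds are not independent evidence. The migration genes of Supplemental Material 5, a list the paper chose by binding and literature, were treated in the same way. For each list, the members that passed were counted over all loci and adjusted over the list alone. The median log2 fold change of members with a mean FPKM of at least 1 was set against 10000 random lists matched on mean FPKM in 20 bins, with percentiles under 2.5 or over 97.5 taken as standing apart. These percentiles describe these libraries, and no p-value was computed across genes. In simulations on 9191 genes, 4% of unchanged lists of 20 members stood apart, against 76% of lists shifted by 0.1 and 100% of lists shifted by 0.2 on the log2 scale. Sets of loci with a small RNA gene were compared with 10000 sets matched on length, or on length and mean FPKM. In simulations on 13498 loci, 1% of random sets stood above the upper percentile, against 93% of sets drawn with 4 times the weight. NEUROD2 targets of Supplemental Material 2, which holds all 1234 genes of its list here, were compared by Fisher's exact test, two-sided; Supplemental Material 1 is held here only in part and was not used.

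The genes named in the text were chosen by a rule fixed before the data were examined. They are Neurod2 and Reln, every gene the paper names from the RNA-seq, every other gene past the authors' threshold, the 6 reelin-interacting targets of Fig. 3B, and in each list up to 4 members, those past the q threshold first and then those with the smallest p-values among members with a mean FPKM of at least 1. Where a p-value had 2 possible readings the smaller was taken, and with the larger one the rule would name Pdgfrb in place of Fbn1. The values of Supplemental Material 4 had been seen by then. Further members named as examples (Bcl11b, Fezf2, Slc1a3, Postn, Acta2, Dcn, Pdgfrb, Cacna2d2, Zic1, Gad2, Arc, Junb, Bdnf, Scg2 and Stim1) were chosen after their values were seen. Some members that the rule admits are left out of the text, such as Cfl1, Crk, Camk2d, Gja1 and Fabp7. The rule does not fix which of the admitted members are named. Not every single gene is reported here. Alternatives changed the thresholds for q, fold and FPKM, the pseudocount, the centring of fold changes, the naming of loci and the set of targets. Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9.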

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

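Of the tests in this part, the comparison of changed loci with sets matched on length was chosen only after its result was seen, as were the added naming rule and the sum over markers on no other list in the last paragraph.

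Loci that hold an annotated small RNA gene, which the paper does not discuss, made up 44.1% of the 34 changed loci. Locus length is argued against as the whole cause, since none of 10000 sets of tested loci matched on length reached that share (the highest was 38.2%, and the changed loci stood at percentile 100). No general fall in the knockdown was seen among 2360 loci with a small RNA gene that were not called. Their median log2 fold change of -0.02 stood at percentile 20.7 of sets without a small RNA gene matched on length and mean FPKM. The 15 called loci (10 lower and 5 higher) were left out, so this median cannot exclude a fall of some of these genes. Those 2360 loci changed by over 2-fold more often than the matched sets, at 3.69% against a median of 1.02% (percentile 100), with 53 lower and 34 higher. A candidate explanation is that reads of a short RNA inside a locus make its FPKM vary more in either direction; a response of the host genes or of the small RNAs to the loss of Neurod2 stays open, since each group has 1 value per locus.

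Genes of the amino acid response outside Supplemental Material 4, which the paper does not discuss, had a median log2 fold change of -0.37 (SD across 19 genes 0.28), against -0.11 to 0.03 for the middle of the random lists. That only the genes past the threshold were lower is argued against by these 19 genes, whose median stood at percentile 0. The fall was no shift shared by all loci: the median of tested loci with a mean FPKM of at least 1 was -0.031. The authors had already scaled the FPKM values to library size, so this median is no test of that scaling. Whether the fall comes from the loss of Neurod2, from the plasmids or from the state of a single culture was not tested, since the 2 non-silencing libraries share 1 value.

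Cajal-Retzius markers other than Reln, which the paper does not examine in these libraries, had a median log2 fold change of 0.51 (SD across 6 genes 0.38, of which 2, Tbr1 and Calb2, are on another list too) at percentile 99.99 of random lists, against 1.06 for Reln. A bound against more Cajal-Retzius cells as the whole cause was set before these values were computed, that the median plus 1 SD lie below Reln. It was met, since that sum was 0.89, and 0.80 over the 4 markers on no other list. The bound does not decide the question, since Calb2 and Ndnf, higher adjusted over the list alone, had log2 fold changes of 0.90 and 0.72. Nhlh2 had one of 0.81 but did not pass. The median was lowered by Tbr1 (-0.06), also on another list, and by Cacna2d2 (0.30) and Zic1 (0.22), both near 1 FPKM. As the list stands above nearly all random lists, a larger share of these cells may explain part or all of the rise, which was not tested. Of the 12 listed markers, 5 had no tested locus matched by position, so they could not be weighed here. For more inhibitory neurons as the whole cause, the same bound was met with a median of -0.18 and a sum of 0.50. It was not met under the added naming rule, where the sum was 1.08. The markers ran from -0.91 for Sp8 to 0.99 for Sst, so their median cannot decide the question. A change in one class of these neurons stays open. Of 8 tested fibroblast and mural cell markers 5 were higher adjusted over the list alone (Col1a1, Col3a1, Thbs1, Postn and Acta2), with a median of 1.32 over all 8 and of -0.01 over the 4 with a mean FPKM of at least 1, and whether they bear on Reln was not tested.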

How the results depend on the processing

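Of the settings in this part, the stricter naming of loci, the removal of loci with a small RNA gene alone and the removal of Neurod2 from the targets were chosen only after the data were seen. No paired analysis was possible because the deposited table holds 1 pooled value per group, so the alternatives that need single libraries (the replicate block, leaving out each replicate, other pseudocounts and filters in a fit across libraries, each shRNA alone) could not be run. The count of 34 changed genes was 0 at q under 0.01, as the smallest q was 0.0205. It was 18 (14 lower and 4 higher) without loci that hold several genes or a small RNA gene, and 19 without loci that hold a small RNA gene; under the other settings for q, fold, FPKM, pseudocount and centring it stayed within 1.5 times of 34, with 24 at a fold over 2 and 38 at q under 0.1. Reln and Neurod2 stayed past the fold threshold in their direction with pseudocounts of 1 and 0.1 and after centring, and of the single genes only Asns, at -0.58 after centring, fell under 1.5-fold; with a pseudocount of 1, Col1a1 moved from 2.96 to 0.81, Col3a1 from 2.16 to 0.59 and Trim66 from -1.11 to -0.71. Of the gene list medians, the NEUROD family no longer stood apart without the genes of Supplemental Material 4, Neurod2 among them (-0.20), and the fibroblast list did at a mean FPKM of at least 0.1 (1.32 over 8 members against -0.01 over 4), which lets in Col1a1, Col3a1, Postn and Acta2. The inhibitory neuron list, at -0.18 over 7 members, was -0.29 over 3 at a mean FPKM of at least 5, 0.026 over 10 at a mean FPKM of at least 0.1, 0.051 over 6 without the genes of Supplemental Material 4 and 0.28 over 5 with the stricter naming, so it stood apart below the random lists in the first of these and above them in the last and has no settled direction. In 73 alternatives for the lists, these 2 turns of sign among them, the median kept its side of the range of random lists, and that of the activity-regulated genes moved from -0.67 to -0.40 at a mean FPKM of at least 0.1, which lets in Arc, and without Vgf. The odds ratio of NEUROD2 targets was 5.65 with P0 targets alone and 0.884 with E14.5 targets alone, against 1.59, and without Neurod2 it was 1.19, or 3.77 with P0 targets; the cause of the difference between the stages was not tested. The read depth behind the values is unknown, so no limit for low genes could be set.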

Differences from the paper's values

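No value that the paper states for these libraries or for the Reln gene differed from the value computed here, with the numbers of changed genes taken at the paper's own thresholds. Among the names, the paper's text lists Ank1, while Supplemental Material 4 lists Ank, and the locus with that value lies on chromosome 15 at the position of Ank, from 27466677 to 27594907. The gene printed as Shmet2 lies at the position of Shmt2 on chromosome 10.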

Other observations

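All values in this part are descriptions, and no test in it was chosen after the result was seen.

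Of 14 listed genes that neurons express upon activity, 8 were named and tested, and Vgf alone passed over all loci. It was already known from Supplemental Material 4. Adjusted over the list alone, Vgf, Fos and Egr1 were lower and none was higher, with log2 fold changes in the authors' deposited table of -1.05, -0.94 and -0.94. The median of the 6 members with a mean FPKM of at least 1 was -0.67, below all of 10000 random lists, and it was -0.40 without Vgf, at percentile 0.12, or with Arc let in by a mean FPKM of at least 0.1, at percentile 0.03. Fos went from 4.62 FPKM with the non-silencing shRNA to 2.40 FPKM in the knockdown. Nptx2, Arc, Junb, Bdnf and Scg2 did not pass. Their log2 fold changes in the authors' deposited table were -0.40, 0.37, -0.22, -0.06 and 0.03. Of 14 calcium signalling genes around CaMKIV and STIM1, all named and tested, none passed over all loci or adjusted over the list alone, and their median was 0.03 at percentile 95.7. Camk4 itself was at 12.2 FPKM with the non-silencing shRNA and at 13.6 FPKM in the knockdown, and Stim1 at 8.17 and 8.53 FPKM.

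Some lists of other cell types held no member past the test. The lists of astrocytes, of Cajal-Retzius cells, of inhibitory neurons and of fibroblasts and mural cells each held a member that passed over all loci. None of 13 tested progenitor and cell cycle genes (median -0.06, percentile 32.4) and none of 7 tested oligodendrocyte lineage markers (median -0.11, percentile 11.7) passed over all loci or adjusted over the list alone. Eomes, a marker of intermediate progenitors, had the smallest p-value of the progenitor list, 0.0115 in the authors' deposited table, with a log2 fold change of -0.39. The astrocyte list had a median of 0.04 at percentile 92.3 although Gfap was lower, and the dendrite and synapse list one of 0.05 at percentile 99.1 although Grm8 and Cacng3 were lower. Among 7 tested reference genes none passed, and their median was -0.04 at percentile 51.9. Of the interferon response list 3 genes were tested and none passed, which is too few for a median, and no marker of microglia or of endothelial cells had a tested and named locus.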
